A study of Mus musculus with 23 samples. Its data were reported in "The age-dependent regulation of pancreatic islet landscape is fueled by a HNF1a-immune signaling loop" (2024).

How the data were processed

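Gene expression was measured by stranded, poly(A)-selected RNA sequencing of pancreatic islets from male mice of a line with a floxed Hnf1a gene and Cre recombinase under the rat insulin promoter (RIP-Cre), and from mice labelled wild type. The promoter directs recombination to beta cells, and recombination removes exon 4 of Hnf1a. The 23 libraries fell into 6 groups by the labelled genotype and age. At 6 weeks there were 8 homozygous floxed (HMZ), 2 heterozygous floxed (HTZ) and 3 wild-type (WT) libraries. At 40 weeks there were 4 HMZ, 2 HTZ and 4 WT libraries. The labels also mark all HMZ and HTZ libraries as hyperglycaemic and all WT libraries as normal, so labelled glycaemia cannot be separated from genotype in the comparisons with WT. The study's text describes adult heterozygous mice as normoglycaemic and homozygous ones as mildly hyperglycaemic. The difference for HTZ was not resolved, and glycaemia was not used here. The labels number the libraries of a group but do not state that each came from a separate animal, so p-values measure the spread between these libraries. Islets were released with collagenase and collected on a density gradient, without sorting of cells, so other pancreatic and blood cells can contribute RNA.

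The authors trimmed the reads and assigned them to genes of the mouse build GRCm38 with CLC Genomics Workbench, and deposited one expression table for each pair of genotypes at each age. Expression values in the authors' tables were transcript abundances scaled to a fixed total (TPM), which divide the reads of a gene by its length before the scaling. Log2 fold changes in the deposited tables came from the authors' own count-based test of each pair of groups. Each deposited p-value and false discovery rate came from that same test. Whether reads were counted by strand is not given in the sources used here, so antisense genes are uncertain, as are members of gene families with near-identical copies. Each library summed to 1000000 TPM. TPM keeps no sequencing depth, so the depth of the libraries is unknown and no counting interval is given. Because TPM is a share, an abundant transcript class that differs between libraries also moves every other gene.

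The 6 pairwise tables were merged by gene identifier into 26238 genes. Libraries that appeared in several tables held identical values in each, which made comparisons across ages possible. Of the identifiers, 26212 (99.9%) were found in the GENCODE M21 annotation of GRCm38, from which coordinates were taken. No column of per-sample values was left unused. Libraries from other ages of the same study were not analysed here.

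Values were tested as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend in the prior variance. Each fit held only the groups compared and the genes with at least 1 TPM in as many libraries as the smaller group. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold of at least 1.5, two-sided. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. Genotypes were compared within each age, and ages within each genotype. Genotype-by-age interactions were fitted over 4 groups and called by adjusted p alone. A set of 40 gene lists covering islet, other pancreatic, gut, immune and blood cell types, pathways and stress responses was tested with camera at an inter-gene correlation of 0.01. The tests were repeated with an estimated correlation and with fry, which asks whether the genes of a list move one way without comparing them with other genes. List members were also adjusted over the list alone. Overlaps were tested with Fisher's exact test, and single values per library with exact permutation tests. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 was used for merging, permutation tests and plots.

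Thresholds, gene lists, the rule for named genes and the alternative settings described below were set before the data were examined. For each comparison the text names Hnf1a, a fixed set of islet genes and the 8 called genes with the largest rise and the largest fall whose libraries did not overlap and whose higher group averaged at least 5 TPM. Predicted genes and ribosomal, mitochondrial and pseudogene symbols were left out of that set. Up to 4 members are named per list, those with the smallest adjusted p, and the 8 smallest adjusted p for an interaction. Alternatives covered quantile normalization, the filter, the pseudocount, the variance trend, the samples in the fit, a replicate block, acinar marker expression as a covariate and leaving out each library in turn.

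The fit was tested on simulated values with 200 changed genes. For HMZ against WT at 6 weeks, it recovered 89% of genes with a log2 fold change of 3 and 3% of those with a log2 fold change of 1, among 14640 simulated genes. At 40 weeks the same comparison recovered 95% and 8% among 14392 genes. For HTZ against WT it recovered 0% of genes at either size at 6 weeks, among 14214 genes, and 54% and 0% at 40 weeks, among 15109 genes. The WT age comparison recovered 52% and 0% among 14342 genes, and the HTZ age comparison 0% at either size among 14359 genes. Absence of a call in HTZ against WT at 6 weeks therefore carries little information about changes of these sizes. Simulated genes varied independently of each other, with 0 to 6 false calls in a comparison, whereas genes of the real libraries can move together. The real HTZ age comparison called 152 genes, so the simulated shares may not hold for the real libraries. Direct comparisons of HMZ with HTZ were not simulated.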

Results

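Islet RNA from the HMZ, HTZ and WT mice was compared within each age to ask how loss of Hnf1a in insulin-producing cells affected gene expression, and between 6 and 40 weeks within each genotype to ask how expression moved with age. Hnf1a (ENSMUSG00000029556) lies on chromosome 5 at 114948980 to 114971094 on the minus strand of GRCm38. Its deleted exon 4, at 114955250 to 114955491, makes up 242 of 3191 bases, or 7.58%, of a transcript with 10 exons. Gene-level TPM therefore checks the genotype labels only weakly, and cells other than beta cells keep the whole gene. In the HMZ libraries at 6 weeks, Hnf1a stood at 1.65, 1.57, 0.995, 1.81, 1.81, 0.854, 1.41 and 1.87 TPM. The HTZ libraries had 3.33 and 1.96 TPM at that age and the WT libraries 6.47, 2.79 and 1.41 TPM. At 40 weeks the values of Hnf1a were 1.81, 3.83, 3.17 and 0.376 TPM in HMZ, 6.88 and 2.75 TPM in HTZ, and 1.59, 7.76, 3.74 and 3.11 TPM in WT. Hnf1a was called in no genotype or age comparison by limma. Its log2 fold change between HMZ and WT was -0.73 at 6 weeks (adjusted p = 0.450) and -0.63 at 40 weeks (adjusted p = 0.678). At 6 weeks both HTZ libraries lay above all 8 HMZ libraries, while a WT library lay among the HMZ ones, and at 40 weeks the libraries of all genotypes overlapped, so these values do not establish the labels.

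**Figure D1:**
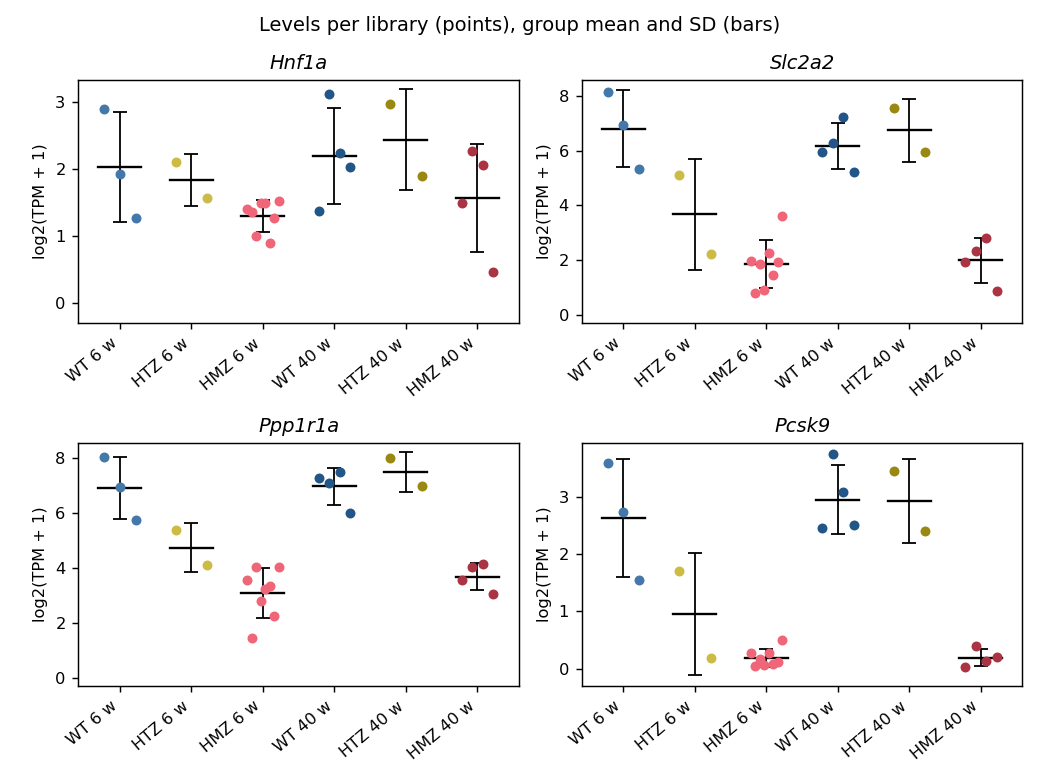
Expression of Hnf1a, Slc2a2, Ppp1r1a and Pcsk9 in each library as log2(TPM + 1), by genotype and age, with points for libraries and bars for the mean and SD of a group. Slc2a2 averaged 3.32 TPM in the 8 HMZ libraries and 148 TPM in the 3 WT libraries at 6 weeks.

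The share of each library taken by exocrine and beta cell transcripts varied widely. Acinar markers, the digestive enzymes of the exocrine pancreas, took between 1.02% and 48.5% of all TPM across libraries. By group the acinar share was 26.2% ± 18.0 in HMZ (SD, n = 8), 27.3% ± 14.1 in HTZ (n = 2) and 28.3% ± 17.6 in WT (n = 3) at 6 weeks. At 40 weeks it was 8.83% ± 9.50 in HMZ (n = 4), 2.62% ± 2.26 in HTZ (n = 2) and 15.3% ± 19.1 in WT (n = 4). Beta cell identity and hormone genes, which include the insulins, took 3.81% ± 2.28 in HMZ, 8.46% ± 0.419 in HTZ and 10.9% ± 7.36 in WT at 6 weeks. The corresponding shares at 40 weeks were 12.4% ± 9.33, 21.9% ± 15.0 and 18.6% ± 11.7. The 6-week beta cell shares of HMZ and WT gave p = 0.0606 in an exact two-sided permutation test and 0.546 after adjustment over the 36 marker tests, the smallest adjusted value among them. Other cell types stood out in single libraries. The listed intestinal markers summed to 2766 and 3176 TPM in WT replicates 2 and 4 at 40 weeks, against 703 TPM at most in any other library. Immune markers summed to 236 TPM in WT replicate 1 at 6 weeks, against 2943 to 15920 TPM elsewhere. Erythroid markers summed to 6281 TPM in HTZ replicate 1 at 6 weeks, against 864 TPM at most elsewhere.

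**Figure D2:**
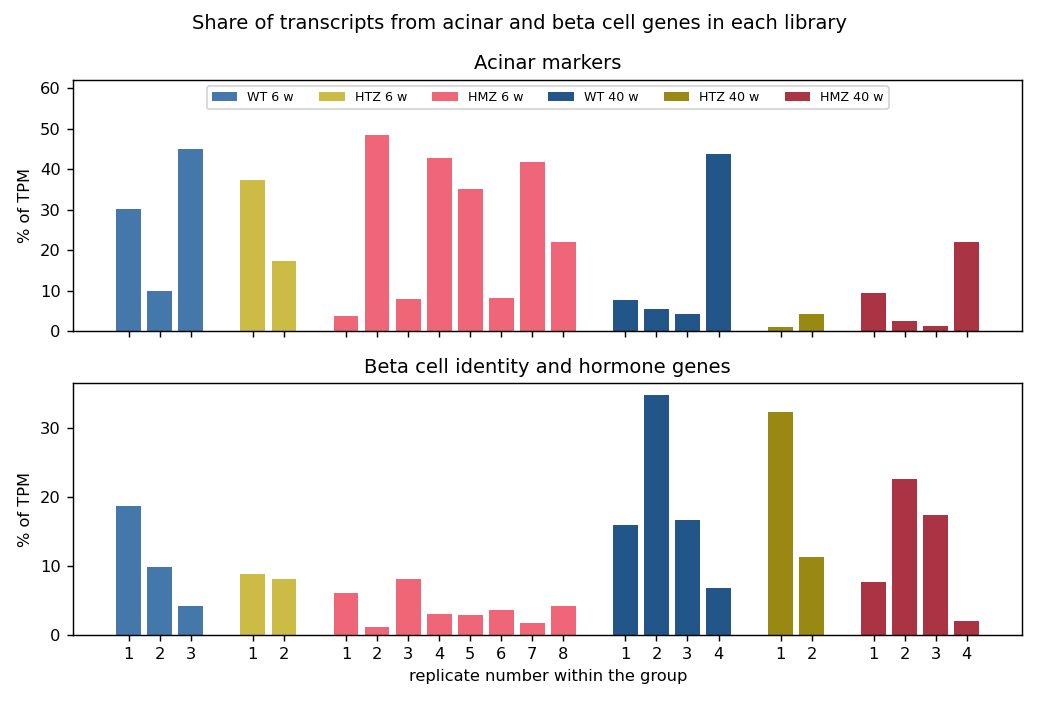
Share of all TPM taken by the listed acinar markers and by the listed beta cell identity and hormone genes in each of the 23 libraries, as percent, with a bar for each library and libraries ordered by group and replicate. The acinar share ran from 1.02% to 48.5%.

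**Figure D3:**
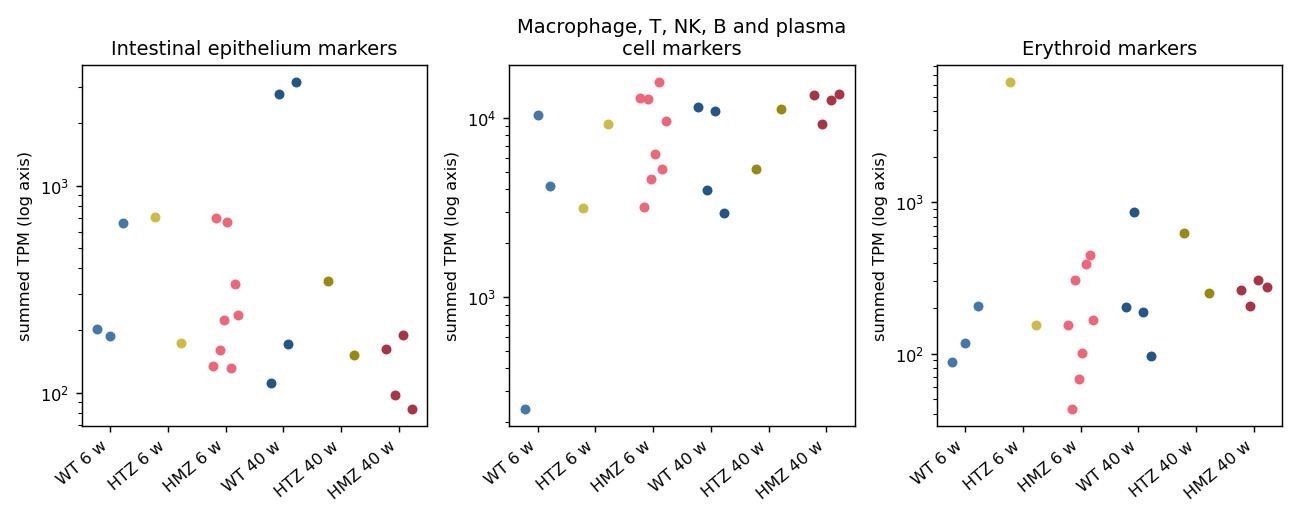
Summed TPM of intestinal, immune (macrophage, T and NK, B and plasma cell) and erythroid markers in each library, on a log axis, by genotype and age. WT replicates 2 and 4 at 40 weeks held 2766 and 3176 TPM of intestinal markers, and WT replicate 1 at 6 weeks held 236 TPM of immune markers.

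At 6 weeks, HMZ islets had less mRNA than WT for 6 of 14 tested genes linked to Hnf1a, among them the glucose transporter Slc2a2 (GLUT2). Slc2a2 (ENSMUSG00000027690, chromosome 3, 28697903 to 28731359) was at 3.32 TPM ± 3.33 in HMZ (SD, n = 8) and 148 TPM ± 124 in WT (n = 3), a log2 fold change of -4.97 (adjusted p = 1.37e-07). Ppp1r1a, a protein phosphatase 1 inhibitor, fell from 143 TPM ± 103 to 8.72 TPM ± 4.94 (log2 fold change -3.82, adjusted p = 2.07e-05). Defb1, which encodes an antimicrobial beta-defensin, fell from 48.1 TPM ± 30.2 to 3.13 TPM ± 3.58, and Pcsk9, which promotes degradation of the LDL receptor, from 6.20 TPM ± 4.59 to 0.149 TPM ± 0.130. Among the genes that rose were the cytochrome P450 Cyp2e1, from 0.562 TPM ± 0.764 to 5.64 TPM ± 2.24 (adjusted p = 0.00704), and Ceacam10, from 0.762 TPM ± 0.298 to 7.60 TPM ± 5.24 (adjusted p = 0.0244), a call that ended with quantile normalization (log2 fold change 1.94, adjusted p = 0.0553).

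Of 14865 genes tested at 6 weeks, limma called 5 higher and 38 lower in HMZ than in WT, and 1674 had an unadjusted p below 0.05. For 31 of the called genes no HMZ library overlapped a WT library, an arrangement that chance gives for 1.21% of genes. As called genes are selected for a difference between groups, such counts are no separate evidence of it, here or in the other comparisons. Ppp1r1a lies on chromosome 15 at 103530279 to 103538003, Pcsk9 on chromosome 4 at 106442329 to 106464329 and Defb1 on chromosome 8 at 21776599 to 21795185. The other genes with the largest falls were the cytoskeletal adaptors Anks4b (0.509 TPM ± 0.208 against 10.6 TPM ± 7.20) and Vil1 (2.75 TPM ± 1.78 against 27.2 TPM ± 20.7), Cltrn (45.9 TPM ± 29.3 against 248 TPM ± 163) and the antisense transcript Dtnbos (0.748 TPM ± 0.635 against 12.3 TPM ± 7.14). Over all genes the median log2 fold change was 0.16, and quantile normalization brought it to 0.00. With this normalization Slc2a2 was at -5.45 (adjusted p = 0.00593), Ppp1r1a at -4.25 (adjusted p = 0.01) and Cyp2e1 at 1.94 (adjusted p = 0.0123), while Ceacam10 lost its call (1.94, adjusted p = 0.0553).

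The list of Hnf1a-linked genes, fixed from known targets and partners, had 0 members that rose, 6 that fell and 8 not called among 14 tested, with 13 passing when adjusted over the list alone. It included Kif12, a kinesin, at 7.45 TPM ± 3.61 in HMZ and 76.9 TPM ± 85.9 in WT (log2 fold change -2.56, adjusted p = 0.0234), beside Slc2a2, Anks4b and Cltrn. Quantile normalization left Kif12 at -2.89 (adjusted p = 0.0908) and Cltrn at -2.91 (adjusted p = 0.0522). The median log2 fold change of the list was -2.05 (camera, adjusted p = 1.58e-29). With an estimated correlation its adjusted p = 0.0629, and with fry 0.0333. Beta cell identity genes had 1 member that fell, Slc2a2, and 19 not called among 20, with 15 adjusted over the list alone and a median of -1.51 (camera, adjusted p = 6.91e-32; adjusted p = 0.207 with an estimated correlation). The zinc transporter Slc30a8 stood at 77.5 TPM ± 34.3 in HMZ against 412 TPM ± 340 in WT (adjusted p = 0.0911), and the transcription factor Nkx6-1 at 15.5 TPM ± 7.89 against 73.4 TPM ± 49.9 (adjusted p = 0.0774). Ins1 was at 11030 TPM ± 7082 against 29350 TPM ± 19460 (adjusted p = 0.579) and Ins2 at 21180 TPM ± 11570 against 63620 TPM ± 44130 (adjusted p = 0.570). Pdx1, Mafa and Neurod1, also beta cell transcription factors, had log2 fold changes of -1.50, -1.21 and -1.63 without a call. Gcg, Sst, Ppy and Arx, which mark the other endocrine cells, had log2 fold changes of -1.07, -1.11, -0.36 and -0.71, also without a call. The share of beta cell transcripts in these libraries is given above. Hormone processing and exocytosis genes had 0 of 24 called and 12 adjusted over the list alone, with a median of -1.22 (camera, adjusted p = 3.66e-20; adjusted p = 0.389 with an estimated correlation). The granule protein Chga, for example, was at 453 TPM ± 225 against 2298 TPM ± 1702. Alpha cell markers had 2 of 11 that fell, 5 adjusted over the list alone, and a median of -1.07 (camera, adjusted p = 2.32e-12; adjusted p = 0.207 with an estimated correlation). The 2 that fell were Cltrn and the vitamin D binding protein Gc, and the Hnf1a-linked list holds both as well. Gc was at 8.69 TPM ± 2.31 against 46.2 TPM ± 35.0 (adjusted p = 0.0441, or 0.0643 with quantile normalization at a log2 fold change of -2.23).

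No listed immune cell marker was called between HMZ and WT at 6 weeks, and the medians of these lists moved with the WT library that held few of their transcripts. T and NK cell markers had 0 of 10 called, 10 adjusted over the list alone and a median of 2.10 (camera, adjusted p = 4.43e-08; adjusted p = 0.389 with an estimated correlation), with Cd3d at 155 TPM ± 98.6 in HMZ (n = 8) against 76.0 TPM ± 79.7 in WT (n = 3). Macrophage markers had 0 of 12 called, 10 adjusted over the list alone and a median of 1.52 (camera, adjusted p = 1.32e-08; adjusted p = 0.389 with an estimated correlation). Without WT replicate 1, these medians were 0.23 and 0.43. Exact two-sided permutation tests of the summed shares gave p = 0.339 for T and NK cell and 0.255 for macrophage markers, 0.823 for both after adjustment. Ribosomal protein genes had 0 of 80 called and 0 adjusted over the list alone, with a median of 0.83 (camera, adjusted p = 1.29e-12; adjusted p = 0.633 with an estimated correlation), which was 0.19 without that library. By comparison, the median of the Hnf1a-linked genes was -1.43 and that of the beta cell identity genes -0.94 without it.

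Of the 40 lists, camera called 21 at 6 weeks in HMZ against WT and 0 with an estimated correlation. The count of called genes depended on the WT libraries: it was 15 without WT replicate 1, 1817 without replicate 2 and 435 without replicate 3, and 66 without HMZ replicate 1. Relative to the mean of the insulin genes and Iapp, a scaling chosen after the data were seen, 12636 genes were higher and 5 lower, and quantile normalization gave 4 higher and 33 lower. The authors' deposited table listed 115 genes as higher and 1028 as lower at a false discovery rate below 0.05 and a fold of at least 1.5, and these included 43 of the 43 called here.

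At 40 weeks, the same glucose transporter and phosphatase inhibitor were lower in HMZ than in WT islets. Slc2a2 was at 3.44 TPM ± 2.21 in HMZ (SD, n = 4) and 80.6 TPM ± 48.2 in WT (n = 4), a log2 fold change of -4.18 (adjusted p = 1.47e-05). Ppp1r1a fell from 131 TPM ± 48.9 to 12.3 TPM ± 4.26 (adjusted p = 5.60e-05), Defb1 from 99.8 TPM ± 82.1 to 6.60 TPM ± 6.04 (adjusted p = 0.000612) and Pcsk9 from 7.26 TPM ± 3.69 to 0.148 TPM ± 0.125 (adjusted p = 0.000113). The other large falls were in the brush border cadherin Cdhr2 (0.670 TPM ± 0.417 against 22.1 TPM ± 22.6), the thyroxine-binding globulin Serpina7 (1.93 TPM ± 1.11 against 20.2 TPM ± 15.3), the serine protease Tmprss4 (2.04 TPM ± 1.70 against 16.3 TPM ± 8.14) and Anks4b (0.927 TPM ± 0.486 against 10.2 TPM ± 4.01). Plac9b rose from 5.95 TPM ± 2.94 to 28.5 TPM ± 6.47 (adjusted p = 0.0049), a call that quantile normalization removed (log2 fold change 1.86, adjusted p = 0.0677). It also removed those of Defb1 (-4.01, adjusted p = 0.0597), Serpina7 (-2.72, adjusted p = 0.0931) and Cdhr2 (-3.12, adjusted p = 0.529). The WT libraries included replicates 2 and 4, which held the intestinal transcripts. Without both, and so from fewer libraries, Ppp1r1a alone was called. Whether intestinal transcripts contributed to the fall of Cdhr2 was not tested separately.

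Limma called 4 genes higher and 22 lower in HMZ among 14612 tested at 40 weeks, and 987 had an unadjusted p below 0.05. No library overlapped between the groups for 25 of them, against 2.86% of genes by chance. Across genes the median log2 fold change was 0.28, or 0.04 with quantile normalization, under which 0 genes were higher and 20 lower and Slc2a2 was at -4.45 (adjusted p = 0.00149). Hnf1a-linked genes had 6 members that fell and 10 not called among 16, and 10 passed when adjusted over the list alone. The median of this list was -1.68 (camera, adjusted p = 2.03e-40), and its call held with an estimated correlation (adjusted p = 0.0458) but not with fry (adjusted p = 0.154). The liver-type pyruvate kinase Pklr (1.08 TPM ± 0.396 against 8.14 TPM ± 4.26) and Kif12 (9.02 TPM ± 5.42 against 54.7 TPM ± 33.9) were among those that fell, though with quantile normalization Pklr was at -2.20 (adjusted p = 0.253) and Kif12 at -2.79 (adjusted p = 0.0597). Endoderm transcription factors had 1 member that fell among 9, Hnf4g (0.448 TPM ± 0.244 against 6.31 TPM ± 4.51, adjusted p = 0.0185, or 0.399 with quantile normalization at -2.23), and 3 adjusted over the list alone. The median of these factors was -0.66 (camera, adjusted p = 3.48e-13, or 0.104 with an estimated correlation), and Hnf4a was at 1.96 TPM ± 0.608 against 11.0 TPM ± 6.50 (adjusted p = 0.0521). Hnf4g and Hnf4a are also in the Hnf1a-linked list. Whether the intestinal transcripts of WT replicates 2 and 4 contributed to their values, or to the call of that list, was not tested. Without both libraries Hnf4g was not called, from fewer samples.

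Beta cell identity genes at 40 weeks had 1 member that fell, Slc2a2, among 20 and 1 adjusted over the list alone, with a median of -0.80 (camera, adjusted p = 5.40e-17; adjusted p = 0.420 with an estimated correlation). Ins2 was at 70910 TPM ± 52990 in HMZ (n = 4) against 104100 TPM ± 63410 in WT (n = 4), with an adjusted p of 0.775. The log2 fold changes of Ins1, Pdx1, Nkx6-1, Neurod1 and Mafa were -0.85, -0.92, -0.83, -0.75 and -0.52, and none was called. Gcg, Sst, Ppy and Arx were at 0.33, 0.86, 0.20 and 0.09, none of them called, and quantile normalization turned Gcg to -0.10 and Ppy to -0.38. Hormone processing genes had 0 of 24 called and 0 adjusted over the list alone, with a median of -0.54 (camera, adjusted p = 8.80e-13; adjusted p = 0.420 with an estimated correlation). Cholesterol synthesis genes had a single member that fell, Pcsk9, among 15, 1 adjusted over the list alone, and a median of -0.06 (camera, adjusted p = 0.000334; adjusted p = 0.553 with an estimated correlation). In the glycolysis list, where Pklr alone was called among 17 and 1 was adjusted over the list alone, the median was 0.27 while the mean was -0.11 and the test pointed down (camera, adjusted p = 0.113). Pklr is also in the Hnf1a-linked list.

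Intestinal markers in HMZ against WT at 40 weeks had 0 of 10 called, 4 adjusted over the list alone and a median of -1.27 (camera, adjusted p = 3.55e-15; adjusted p = 0.175 with an estimated correlation), and their summed share gave an exact two-sided permutation p of 0.171 (0.771 adjusted). Acinar markers had 0 of 21 called, 0 adjusted over the list alone and a median of -0.89 (camera, adjusted p = 9.42e-14; adjusted p = 0.420 with an estimated correlation). Without WT replicates 2 and 4, which held the intestinal transcripts, these medians were 0.18 and -0.17, and that of the Hnf1a-linked genes was -1.33. B and plasma cell markers had 0 of 7 called, 5 adjusted over the list alone and a median of 1.12 (camera, adjusted p = 0.000105; adjusted p = 0.420 with an estimated correlation), and cell cycle genes had 0 of 25 called, 0 adjusted over the list alone and a median of 0.86 (camera, adjusted p = 2.44e-08; adjusted p = 0.506 with an estimated correlation). Leaving out the same pair of libraries brought these to 0.19 and 0.28. Camera called 22 of 39 lists, and 1 with an estimated correlation. The count of called genes was 9 without WT replicate 4, 61 without WT replicate 1, and 40, 101, 57 and 111 without HMZ replicates 1, 2, 3 and 4. With both WT replicates 2 and 4 left out, a choice made after the data were seen, 1 gene was called, Ppp1r1a, and Slc2a2 was at -4.60 (adjusted p = 0.0908). At the same false discovery rate and fold, 61 genes were higher and 401 lower in the authors' deposited table, and these included 24 of the 26 called here.

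Genes lower in HMZ than in WT were shared between the ages. Among 14284 genes tested at both, 37 were called lower at 6 weeks and 20 at 40 weeks, and 14 were called at both, against 0.0518 for independent lists (one-sided Fisher's exact test, p = 1.4e-33, genes not being independent replicates). The shared genes included Slc2a2, Ppp1r1a, Pcsk9, Defb1, Anks4b, Kif12, Serpina7 and Tmprss4. Of 4 genes called higher at 6 weeks and 3 at 40 weeks, 0 were shared, against 0.00084 for independent lists. The comparisons at the 2 ages share no library. The mean log2(TPM + 1) of the 22 genes called lower at 40 weeks was 1.78 ± 0.235 in HMZ (n = 8) and 3.87 ± 0.976 in WT (n = 3) at 6 weeks, with an exact two-sided permutation p of 0.0121. The mean of the 38 genes called lower at 6 weeks was 2.05 ± 0.695 in HMZ (n = 4) and 3.96 ± 0.724 in WT (n = 4) at 40 weeks, with an exact p of 0.0286. Neither mean was corrected for beta cell content, which may contribute to these differences. Beta cell identity and hormone genes took 3.81% of TPM in HMZ and 10.9% in WT at 6 weeks, and 12.4% and 18.6% at 40 weeks. Slc2a2 was also low relative to insulin: per 1000 TPM of Ins2 it was at 0.171 TPM ± 0.139 in HMZ against 2.14 TPM ± 0.429 in WT at 6 weeks (exact p = 0.0121), and at 0.0567 TPM ± 0.0173 against 0.891 TPM ± 0.497 at 40 weeks (exact p = 0.0286). These exact p values are the smallest that the permutation tests can give. In the limma fit relative to the insulin genes and Iapp at 40 weeks, Slc2a2 was at -3.33 without a call (adjusted p = 0.392). The genotype-by-age interaction of HMZ against WT was called for 0 of 15799 genes by limma, and 168 had an unadjusted p below 0.05. The smallest adjusted p values, all 1, included those of Cyp2e1 (interaction of -2.53 on the log2 scale), Fabp1 (-3.39), Gbp2b (-3.13) and Inmt (-3.31).

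**Figure D4:**
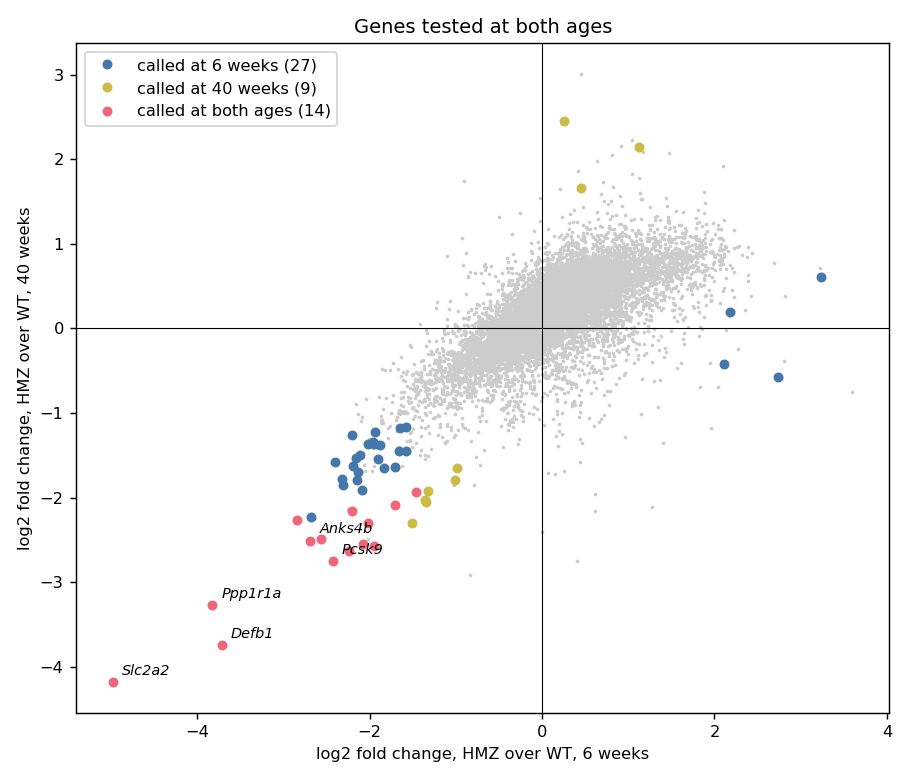
Log2 fold change of HMZ against WT at 6 weeks (horizontal axis) and 40 weeks (vertical axis), on the log2(TPM + 1) scale, for genes tested at both ages, with colours for genes called at 6 weeks, at 40 weeks or at both. The 14 genes called at both ages were lower in HMZ at each.

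**Figure D5:**
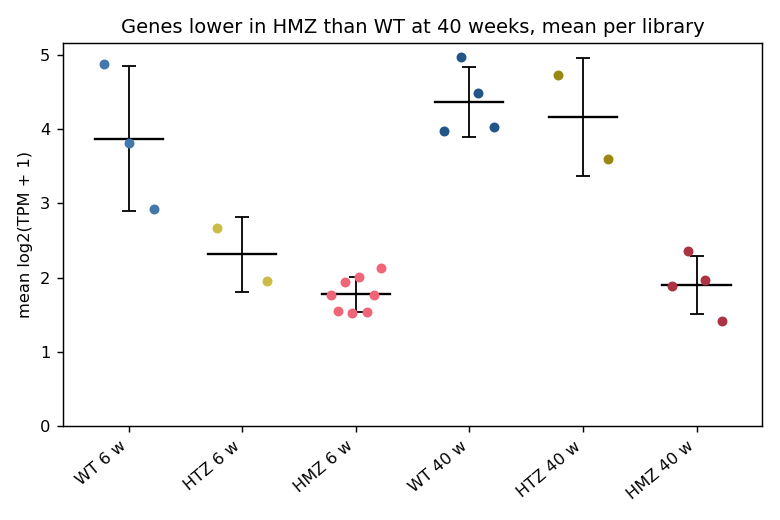
Mean log2(TPM + 1) of the 22 genes called lower in HMZ than in WT at 40 weeks, for each library, with bars for the mean and SD of a group. The genes were chosen on the 40-week HMZ and WT libraries, so only the 6-week groups and the HTZ libraries are independent of the choice, and the 6-week means were 1.78 in HMZ, 2.31 in HTZ and 3.87 in WT.

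Heterozygous islets at 6 weeks had Slc2a2 at 18.6 TPM ± 21.1 (SD, n = 2) against 148 TPM ± 124 in WT (n = 3), a log2 fold change of -3.14 that limma did not call (adjusted p = 1), while Ins2 was at 48150 TPM ± 2538 against 63620 TPM ± 44130. Limma called 0 of 14626 genes, and 90 had an unadjusted p below 0.05 with a fold of at least 1.5. The mean of the 22 genes fixed at 40 weeks was 2.31 ± 0.502 in HTZ (n = 2), which gave an exact two-sided p of 0.2 against WT, the smallest this test can give. Hnf1a-linked genes had 0 of 15 called and 2 adjusted over the list alone, with a median of -1.28 (camera, adjusted p = 1.94e-37; adjusted p = 0.393 with an estimated correlation). Erythroid markers, which stood out in HTZ replicate 1, had 0 of 6 called, 4 adjusted over the list alone and a median of 2.75 (camera, adjusted p = 7.93e-29; adjusted p = 0.154 with an estimated correlation). T and NK cell markers had 0 of 10 called, 0 adjusted over the list alone and a median of 1.70 (camera, adjusted p = 1.53e-28; adjusted p = 0.393 with an estimated correlation), and the median was -0.13 without WT replicate 1. The median log2 fold change of all genes was 0.15, or -0.03 with quantile normalization, under which Slc2a2 was at -3.42 and 0 genes were called. Leaving out HTZ replicate 1 or WT replicate 2 gave 7 and 11 calls, with the lone HTZ library assumed to vary like WT. By the authors' deposited table, 7 genes were higher and 3 lower.

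Direct comparison of HMZ with HTZ at 6 weeks called 0 genes higher and 8 lower among 15215, and 498 had an unadjusted p below 0.05. Haemoglobin genes were among them, with Hba-a2 at 55.1 TPM ± 45.3 in HMZ (SD, n = 8) against 1064 TPM ± 1434 in HTZ (n = 2) (adjusted p = 0.0399) and Hbb-bt at a log2 fold change of -2.81 (adjusted p = 0.0475). These values rested on HTZ replicate 1: without it Hba-a2 was at -0.25, Hbb-bt at -0.23, and the uncalled Hba-a1 and Alas2 turned from -2.70 and -1.73 to 0.23 each. Erythroid markers had 2 members that fell among 7, 5 adjusted over the list alone and a median of -2.49 (camera, adjusted p = 1.06e-07; adjusted p = 0.17 with an estimated correlation). Beta cell identity genes had 0 of 20 called, 14 adjusted over the list alone and a median of -1.41 (camera, adjusted p = 4.76e-43; adjusted p = 0.17 with an estimated correlation), and Hnf1a-linked genes 0 of 14 called, 2 adjusted over the list alone and a median of -0.59 (camera, adjusted p = 1.06e-07; adjusted p = 0.17 with an estimated correlation). For Slc2a2 the log2 fold change was -1.83 without a call (adjusted p = 0.29), and it was called without HMZ replicate 8 (-2.08, adjusted p = 0.0102) or HTZ replicate 2 (-3.27, adjusted p = 0.000211). For 2 of the called genes the libraries did not overlap, against 4.44% of genes by chance, and quantile normalization left 0 calls. The count was 5 and 13 without HMZ replicates 2 and 6, and 23 and 16 without HTZ replicates 1 and 2. Relative to the insulin genes and Iapp, 11227 genes were higher and 3 lower. At the same false discovery rate and fold, 28 genes were higher and 282 lower in the authors' deposited table, and these included 4 of the 8 called here.

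Genes called lower in HTZ than in WT islets at 40 weeks included transcripts of gut and exocrine tissue, of which the intestinal ones were highest in WT replicates 2 and 4 and the exocrine ones in WT replicate 4. Slc2a2 was not called, at 125 TPM ± 91.3 in HTZ (SD, n = 2) and 80.6 TPM ± 48.2 in WT (n = 4) (adjusted p = 0.883; log2 fold change 0.59, or -0.53 with acinar markers as a covariate), and Ins2 had a log2 fold change of 0.28 (adjusted p = 0.943). The digestive proteases Prss3 and Try10, which belong to a family of near-identical copies, stood at 9.65 TPM ± 2.51 against 115 TPM ± 147 (adjusted p = 0.00233) and at 14.5 TPM ± 11.5 against 150 TPM ± 217 (adjusted p = 0.00622). WT replicate 4 held 334 TPM of Prss3 and 474 TPM of Try10, and without it neither was called (log2 fold change -1.88 and -1.65, adjusted p = 1.00). With all libraries these were -2.66 and -2.53. Prss3 was also not called, with values about as large, without HTZ replicate 1 (-2.90, adjusted p = 0.168), HTZ replicate 2 (-2.42, adjusted p = 1) or WT replicate 2 (-2.72, adjusted p = 0.062). Try10 was at -1.69 without HTZ replicate 1 (adjusted p = 0.983) and at -3.36 without HTZ replicate 2 (adjusted p = 0.142). Goblet cell Spink4 fell from 13.9 TPM ± 19.6 to 0.777 TPM ± 0.389, the hepcidin Hamp2 from 24.4 TPM ± 22.9 to 4.10 TPM ± 3.89, and the mast cell protease Mcpt4 from 14.7 TPM ± 11.0 to 3.01 TPM ± 3.44. Eno1b, an enolase with a near-identical copy, rose from 42.6 TPM ± 50.4 to 136 TPM ± 49.7 (adjusted p = 2.39e-08). Intestinal markers had 8 members that fell and 16 not called among 24, 16 adjusted over the list alone and a median of -1.87 (camera, adjusted p = 5.83e-92; adjusted p = 0.103 with an estimated correlation). Prap1 was at 3.06 TPM ± 4.33 against 377 TPM ± 441, the intestinal alkaline phosphatase Alpi at 1.43 TPM ± 1.93 against 96.3 TPM ± 112, and the mucin Muc13 at 0.687 TPM ± 0.897 against 34.8 TPM ± 40.1. Without WT replicates 2 and 4 the median of the intestinal markers was 0.52, and with acinar markers as a covariate their test pointed up (adjusted p = 0.323). Acinar markers had 0 of 21 called, 18 adjusted over the list alone and a median of -2.14 (camera, adjusted p = 4.50e-144; adjusted p = 0.0953 with an estimated correlation), or -1.44 without WT replicates 2 and 4. They made up 43.8% of TPM in WT replicate 4, 4.30% to 7.70% in the other WT libraries and 1.02% and 4.22% in HTZ, with an exact two-sided permutation p of 0.133 (0.771 adjusted over 36 comparisons).

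Of 15405 genes tested between HTZ and WT at 40 weeks, limma called 9 higher and 47 lower, and 378 had an unadjusted p below 0.05. Libraries of 17 called genes did not overlap, against 13.3% of genes by chance. All genes together had a median log2 fold change of 0.34, or 0.05 with quantile normalization, which left 0 genes called and Eno1b at 3.38 (adjusted p = 1). Hnf1a-linked genes had 1 member that fell, Muc13, which the intestinal list also holds, and 16 not called, with 1 adjusted over the list alone. The median of that list was 0.02 while its mean was -0.15 and its test pointed down (camera, adjusted p = 0.000135; adjusted p = 0.637 with an estimated correlation), and up without WT replicates 2 and 4 (adjusted p = 0.659). Beta cell identity genes had 0 of 20 called, 0 adjusted over the list alone and a median of 0.57 (camera, adjusted p = 0.0187; adjusted p = 0.898 with an estimated correlation). With acinar markers as a covariate the test of this list pointed down (adjusted p = 7.91e-06). The count of called genes was 91, 9, 112 and 0 without WT replicates 1, 2, 3 and 4, and 29 and 5 without HTZ replicates 1 and 2. Relative to the insulin genes and Iapp, 0 genes were higher and 1 lower. At the same false discovery rate and fold, 0 genes were higher and 167 lower in the authors' deposited table, and these included 44 of the 56 called here. The genotype-by-age interaction of HTZ against WT was called for 0 of 15841 genes, with 73 at an unadjusted p below 0.05, and among the smallest adjusted p values, all 1, were those of Ceacam10 (-2.31) and Cox8b (-2.12).

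Between HMZ and HTZ at 40 weeks limma called 0 of 15453 genes, and 551 had an unadjusted p below 0.05. Slc2a2 was at 3.44 TPM ± 2.21 in HMZ (SD, n = 4) and 125 TPM ± 91.3 in HTZ (n = 2), a log2 fold change of -4.77 (adjusted p = 0.157), and Kif12 was at 9.02 TPM ± 5.42 against 87.3 TPM ± 24.4 (adjusted p = 0.561). Slc2a2 was called in a fit of all 6 groups (adjusted p = 0.00743), with acinar markers as a covariate (-4.17, adjusted p = 0.00364) and with a replicate block (-4.62, adjusted p = 1.37e-10). Hnf1a-linked genes had 0 of 16 called, 10 adjusted over the list alone and a median of -1.36 (camera, adjusted p = 4.08e-13; adjusted p = 0.726 with an estimated correlation). Beta cell identity genes had 0 of 20 called, 1 adjusted over the list alone and a median of -1.16 (camera, adjusted p = 1.66e-07; adjusted p = 0.726 with an estimated correlation). By the authors' deposited table, 43 genes were higher and 52 lower, and Slc2a2 had a log2 fold change of -5.26 with a false discovery rate listed as 0. The mean of the 38 genes fixed at 6 weeks was 4.00 ± 0.979 in HTZ (n = 2) at 40 weeks, against 3.96 ± 0.724 in WT (n = 4), with an exact two-sided p of 0.933.

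Fold changes of HMZ and HTZ against the same WT libraries were correlated across genes at 6 weeks, with r = 0.817 over 14440 genes and a covariance of 0.187. Unchanged groups simulated against those WT libraries gave a mean r of 0.466 (-0.631 to 0.958) and a covariance of 0.0703 (-0.0584 to 0.343) over 100 draws, so the observed values lay within the range that shared controls give. At 40 weeks r was 0.373 over 14564 genes with a covariance of 0.0547, and the simulated values were 0.408 (-0.905 to 0.961) and 0.0615. When the 4 WT libraries were split between the comparisons, r at 40 weeks averaged 0.0411 (-0.374 to 0.374) with a covariance of -0.00187. At 6 weeks the 3 WT libraries could not be split with 2 on each side and no split was run, so part of the observed correlation may come from the shared controls, and as HTZ had 0 calls no overlap could be counted. Among the 14564 genes tested in both comparisons at 40 weeks, 22 were called lower in HMZ and 18 in HTZ, and 1 was shared, the brush border gene Cdhr2, against 0.0272 for independent lists. Of 3 called higher in HMZ and 4 in HTZ, 1 was shared, the predicted gene Gm29562, against 0.000824. Both were named after their values were seen, and the HTZ calls outside these 18 and 4 were of genes not tested in HMZ against WT. Refits on the genes tested in both, chosen after the data were seen, shared 0 lower and 1 higher call, and 0 in either direction in each of 6 splits of the WT libraries. Unchanged groups simulated against the same WT libraries shared a mean of 0.19 lower calls (0 to 19) and 0 higher calls over 100 draws. Genes are not independent replicates in these correlations.

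Reg2, a secreted lectin of the exocrine pancreas, was lower at 40 than at 6 weeks in each genotype. In WT islets Reg2 fell from 1088 TPM ± 1540 (SD, n = 3) to 48.5 TPM ± 77.8 (n = 4), a log2 fold change of -4.80 (adjusted p = 4.62e-09), and Reg3a from 64.5 TPM ± 89.7 to 2.82 TPM ± 3.22 (adjusted p = 6.71e-05). Among the largest rises, the mast cell protease Mcpt4 went from 0.258 TPM ± 0.237 to 14.7 TPM ± 11.0 (adjusted p = 1.40e-05), Cma1 from 0.307 TPM ± 0.488 to 9.03 TPM ± 7.29 and Cpa3 from 0.462 TPM ± 0.535 to 8.30 TPM ± 7.83. The fatty acid binding protein Fabp1 rose from 6.71 TPM ± 6.63 to 148 TPM ± 145, Ces2c from 0.291 TPM ± 0.267 to 22.7 TPM ± 23.6, and the immunoglobulin receptor Pigr from 2.93 TPM ± 1.74 to 63.7 TPM ± 74.5. Intestinal markers, among them Fabp1, had 4 members that rose, 1 that fell and 5 not called, 6 adjusted over the list alone and a median of 1.53 (camera, adjusted p = 4.71e-08; adjusted p = 0.308 with an estimated correlation), and WT replicates 2 and 4 at 40 weeks held most of those transcripts. T and NK cell markers had 0 of 10 called, 8 adjusted over the list alone and a median of 1.59 (camera, adjusted p = 6.18e-11; adjusted p = 0.308 with an estimated correlation), which was -0.26 without WT replicate 1 at 6 weeks. Acinar markers had 0 of 21 called, 0 adjusted over the list alone and a median of -1.28 (camera, adjusted p = 2.13e-63; adjusted p = 0.308 with an estimated correlation).

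In WT, limma called 18 genes higher and 4 lower at 40 weeks among 14642, and 476 had an unadjusted p below 0.05. Libraries of 11 called genes did not overlap, against 5.71% by chance. Here the median log2 fold change was 0.29, or -0.03 with quantile normalization, under which 0 genes were called and Reg2 was at -5.03. Without WT replicates 1, 2 and 3 of 6 weeks the count was 49, 664 and 0, and without WT replicate 2 of 40 weeks it was 9.

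In HTZ islets, exocrine genes fell and Slc2a2 rose between 6 and 40 weeks, while the share of beta cell transcripts went from 8.46% ± 0.419 (SD, n = 2) to 21.9% ± 15.0 (n = 2). Reg2 fell from 997 TPM ± 754 (SD, n = 2) to 29.1 TPM ± 30.4 (n = 2), Reg1 from 12790 TPM ± 8031 to 489 TPM ± 426 and the amylase Amy2a1 from 31370 TPM ± 20520 to 1667 TPM ± 1788. Acinar markers had 14 members that fell and 7 not called among 21, 20 adjusted over the list alone and a median of -3.56 (camera, adjusted p = 2.10e-236; adjusted p = 0.253 with an estimated correlation). Slc2a2 rose from 18.6 TPM ± 21.1 to 125 TPM ± 91.3 (adjusted p = 0.000792), Ppp1r1a from 28.0 TPM ± 16.8 to 189 TPM ± 90.3 (adjusted p = 0.0118), Kif12 from 15.0 TPM ± 10.3 to 87.3 TPM ± 24.4 (adjusted p = 0.0106) and Defb1 from 8.81 TPM ± 6.22 to 101 TPM ± 81.3. Ppp1r1a kept its call in 7 of 15 alternative settings and Defb1 in 9 of 15. Hnf1a-linked genes had 3 members that rose, Slc2a2, Kif12 and Anks4b, and 12 not called, 10 adjusted over the list alone and a median of 1.42 (camera, adjusted p = 3.70e-14; adjusted p = 0.704 with an estimated correlation). The beta cell identity list had 1 member that rose, Slc2a2, among 20, 1 adjusted over the list alone and a median of 1.13 (camera, adjusted p = 1.10e-07; adjusted p = 0.984 with an estimated correlation), and their test pointed down with acinar markers as a covariate (adjusted p = 0.000331). Ins2 was at 48150 TPM ± 2538 and 125300 TPM ± 87870 (adjusted p = 0.734). Slc2a2 relative to the insulin genes and Iapp was at 1.89 without a call (adjusted p = 0.842), and its call also ended without replicate 2 of 6 weeks (1.65, adjusted p = 0.295) or replicates 1 or 2 of 40 weeks (2.27 and 3.90, adjusted p = 0.899 and 0.0847). Neutrophil markers had 4 members that fell among 5, 4 adjusted over the list alone and a median of -1.97 (camera, adjusted p = 4.30e-16; adjusted p = 0.268 with an estimated correlation). Limma called 61 genes higher and 91 lower among 14708, with 891 at an unadjusted p below 0.05, and the libraries of 147 did not overlap, against 33.3% by chance. The median log2 fold change was 0.50, or 0.03 with quantile normalization, which left 0 genes called and Slc2a2 at 2.49. The count was 75 without HTZ replicate 1 of 6 weeks and 48 without HTZ replicate 1 of 40 weeks. With acinar markers as a covariate 2 genes were called, and Amy2a1 and Anks4b were at 0.44 and -0.37. Relative to the insulin genes and Iapp, 0 genes were higher and 7 lower.

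In HMZ islets Reg2 fell from 1214 TPM ± 1158 (SD, n = 8) to 13.4 TPM ± 17.0 (n = 4), a log2 fold change of -6.57 (adjusted p = 1.98e-11), and Reg3a from 85.8 TPM ± 84.0 to 2.76 TPM ± 4.91 (adjusted p = 4.83e-08). Other large falls were those of the macrophage scavenger receptor Marco (139 TPM ± 45.7 against 683 TPM ± 290), Cd5l (7.87 TPM ± 3.49 against 43.2 TPM ± 24.0) and the tight junction gene Cldn5 (14.0 TPM ± 6.85 against 56.2 TPM ± 22.9). Neutrophil markers had 4 members that fell and 4 not called, 7 adjusted over the list alone and a median of -1.79 (camera, adjusted p = 3.67e-29), and the call held with an estimated correlation (adjusted p = 0.0228) but not with fry (adjusted p = 0.191). The calprotectin subunit S100a8 was at 4.61 TPM ± 5.90 against 60.6 TPM ± 81.0. Summed neutrophil markers at 6 weeks reached 913 TPM in HMZ replicate 3, against 276 TPM in the next library and 27.8 TPM in the lowest. At 40 weeks they ran from 7.92 to 49.7 TPM. Acinar markers had 1 member that fell and 20 not called, 20 adjusted over the list alone and a median of -1.98 (camera, adjusted p = 2.84e-60), a call that also held with an estimated correlation (adjusted p = 0.0328) and not with fry (adjusted p = 0.359). Mcpt4 rose from 0.863 TPM ± 1.47 to 15.6 TPM ± 12.6 (adjusted p = 3.57e-07), Cma1 from 0.871 TPM ± 1.08 to 10.7 TPM ± 8.23, the lysozyme Lyz1 from 107 TPM ± 65.6 to 492 TPM ± 163, the granzyme Gzmk from 1.13 TPM ± 0.713 to 13.8 TPM ± 11.8 and prodynorphin Pdyn from 5.88 TPM ± 3.10 to 32.0 TPM ± 19.7. Beta cell identity genes had 0 of 20 called, 13 adjusted over the list alone and a median of 1.03 (camera, adjusted p = 2.95e-05; adjusted p = 0.621 with an estimated correlation), with Ins2 at 70910 TPM ± 52990 against 21180 TPM ± 11570 (adjusted p = 0.344). Unfolded protein response genes had 1 member that rose, the chaperone Dnajb9 (174 TPM ± 86.8 against 60.1 TPM ± 23.0, adjusted p = 0.0247), among 17, with 3 adjusted over the list alone and a median of 0.61 (camera, adjusted p = 0.0165; adjusted p = 0.497 with an estimated correlation).

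In this comparison limma called 168 genes higher and 77 lower at 40 weeks among 14775, with 2174 at an unadjusted p below 0.05, and the libraries of 53 did not overlap, against 0.404% by chance. The median log2 fold change was 0.44, and quantile normalization, which brought it to 0.03, gave 88 genes higher and 371 lower, with Reg2 at -6.83, Reg3a at -4.92 (adjusted p = 0.013) and Mcpt4 at 2.80. Relative to the insulin genes and Iapp, 0 genes were higher and 338 lower. The count of called genes was 494 and 370 without HMZ replicates 1 and 3 of 6 weeks, and 116 and 1071 without HMZ replicates 3 and 4 of 40 weeks.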

Values the study reported

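For heterozygous islets against age-matched controls, the study reported 297 differentially expressed genes in young mice at a fold change of at least 1.5 and p < 0.05. It gave 7435 such genes at 12 weeks and 3761 at 24 weeks, ages not analysed here.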

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

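The measures screened here, named genes and summed marker lists, were chosen after the results above were seen. Within each group of 4 to 10 libraries the highest or lowest library was compared with its nearest neighbour by Dixon's criterion. For normally distributed values it flags about 1 in 20 groups by chance. Of 78 groups tested, 14 had such a library. The values were TPM without a log transform, which can be skewed, and the groups shared libraries, so this count is no test of an excess.

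In HMZ islets at 6 weeks, replicate 8 had more of several genes that were low in its group: Slc2a2 at 11.2 TPM against 3.75 TPM in the next library, Pcsk9 at 0.420 against 0.215 TPM, and the antisense transcript Dtnbos at 2.14 against 0.985 TPM. Replicate 3 had Cltrn at 111 TPM against 56.6 TPM in the next library, Defb1 at 11.4 against 4.41 TPM and summed neutrophil markers at 913 against 276 TPM. Summed Schwann and neural markers reached 286 TPM in replicate 1 against 30.1 TPM. In the mean log2(TPM + 1) of the 22 genes called lower in HMZ at 40 weeks, replicates 1, 3 and 8 stood at 1.76, 1.95 and 2.13, below the lowest WT library of that age at 2.93.

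In WT islets at 40 weeks, replicate 4 had 437800 TPM of acinar markers against 77040 TPM in the next library. Replicate 2 stood out with 864 TPM of erythroid markers against 204 TPM, with Ceacam10 at 0.682 TPM against 0.295 TPM and with Plac9b at 10.4 TPM against 4.71 TPM. Cyp2e1 was at 7.01 TPM in replicate 3 against 1.58 TPM. In HMZ islets at 40 weeks, replicate 2 was low in T and NK cell markers, at 735 TPM against 1101 TPM, and replicate 4 was high in B and plasma cell markers, at 5339 TPM against 3024 TPM. No explanation was tested for these single libraries.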

How the results depend on the processing

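The fits with acinar and immune markers as covariates, those relative to the insulin genes and Iapp, and those leaving out WT replicates 2 and 4 of 40 weeks were chosen after the results were seen. The other alternatives were planned. Across the single genes and lists, 4639 alternative values kept their direction and their side of the threshold, 733 lost a call, 274 gained one and 70 changed direction. Slc2a2 in HMZ against WT kept its call in 21 of 23 alternatives at 6 weeks (log2 fold change -5.70 to -3.48, adjusted p 8.64e-16 to 0.0604) and in 18 of 21 at 40 weeks (-4.63 to -3.33, adjusted p 3.09e-15 to 0.392). Ppp1r1a did so in 21 of 23 and 19 of 21. In HTZ with age, Slc2a2 kept its call in 7 of 15. Sequencing depth is unknown, so what it limits was not assessed.

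Counts of called genes moved by more than 1.5 times as follows, and the cause was not tested unless stated. Quantile normalization gave 0 for HMZ against HTZ at 6 weeks, HTZ against WT at 40 weeks and both the WT and HTZ age comparisons, and 459 for HMZ with age. Its 37 calls for HMZ against WT at 6 weeks shared 25 with the 43, and its 20 at 40 weeks shared 11 with the 26. Without a variance trend there were 8 calls for HMZ against WT and 0 for HMZ against HTZ at 6 weeks, 8 for WT with age and 115 for HMZ with age. Without a filter on low values there were 0 for HMZ against WT at both ages, 5 for HTZ against WT and 9 for HMZ against HTZ at 40 weeks, 0, 0 and 7 for WT, HTZ and HMZ with age, and 8 for the HTZ interaction. A mean of at least 5 TPM gave 6 and 5 for HMZ against WT and HTZ at 6 weeks, 16 and 21 for HMZ and HTZ against WT at 40 weeks and 91 for HTZ with age, from fewer genes tested. A pseudocount of 0.1 gave 11, 1 and 0 at 6 weeks for HMZ against WT, HTZ against WT and HMZ against HTZ, 36 and 1 at 40 weeks for HTZ against WT and HMZ against HTZ, and 11 and 154 for WT and HMZ with age. Unadjusted p with the fold threshold, by construction, gave 1674, 90 and 498 at 6 weeks for HMZ against WT, HTZ against WT and HMZ against HTZ, 987, 378 and 524 at 40 weeks, 476, 891 and 2150 for WT, HTZ and HMZ with age, and 168 and 73 for the HMZ and HTZ interactions. Dropping the fold threshold changed no count by that much. A fit of all 6 groups gave 9 for HMZ against WT and 0 for HMZ against HTZ at 6 weeks, 0 for HTZ against WT and 4 for HMZ against HTZ at 40 weeks, and 5, 0 and 18 for WT, HTZ and HMZ with age.

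Acinar markers as a covariate gave 19 for HMZ against WT and 0 for HMZ against HTZ at 6 weeks, 45, 0 and 5 for HMZ against WT, HTZ against WT and HMZ against HTZ at 40 weeks, and 0, 2 and 63 for WT, HTZ and HMZ with age, while the list tests of HTZ with age went from 13 to 20. Of the 45 calls, 22 were shared with the 26. Acinar and immune covariates together gave 8, 1343 and 0 at 6 weeks for HMZ against WT, HTZ against WT and HMZ against HTZ, 28 and 3 at 40 weeks for HTZ against WT and HMZ against HTZ, and 172 and 148 for WT and HMZ with age. The 1343 calls came from a fit with 5 libraries and 4 coefficients. Relative to the insulin genes and Iapp there were 12641 and 11230 calls for HMZ against WT and HTZ at 6 weeks, 0 and 1 for HMZ and HTZ against WT at 40 weeks, and 0 and 7 for WT and HTZ with age. Leaving out WT replicates 2 and 4 of 40 weeks gave 1 call for HMZ against WT, 29 for HTZ against WT and 10 for WT with age, from fewer samples. Slc2a2 in HMZ against WT was then at -4.60 (adjusted p = 0.0908), and Ppp1r1a kept its call at -3.69.

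With the replicate number as a block there were 0 calls for HMZ against WT and HTZ at 6 weeks, 109, 0 and 11 for HMZ against WT, HTZ against WT and HMZ against HTZ at 40 weeks, 5 and 743 for WT and HTZ with age and 3 for the HTZ interaction, and all 26 calls of HMZ against WT at 40 weeks were among the 109. Ins2 in HTZ against WT at 40 weeks turned to -0.28 under the block. Libraries with the same number did not deviate together in every pair: correlations ran from -0.604 to 0.0774 for HMZ against WT at 6 weeks, -0.0283 to 0.485 at 40 weeks, -0.661 to -0.134 for WT with age and -0.0917 to 0.13 for HMZ with age, so the numbers were not treated as pairing the libraries. Comparisons with HTZ have 2 pairs, fewer than the 3 set as a minimum. Their correlations were 0.692 to 0.767 for HTZ against WT at 6 weeks and 0.648 for HTZ with age, where both pairs correlated best with their own number, and -0.496 to -0.385 for HMZ against HTZ at 6 weeks, -0.613 to -0.508 for HTZ against WT and -0.654 to -0.338 for HMZ against HTZ at 40 weeks. Under the block the list tests moved by less than 1.5 times, for example 19 for HMZ against WT at 6 weeks.

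Leaving out each library in turn gave 15 to 1817 calls for HMZ against WT, 0 to 11 for HTZ against WT and 5 to 23 for HMZ against HTZ at 6 weeks. At 40 weeks these ranges were 9 to 111, 0 to 112 and 0 to 2. With age they were 0 to 664 in WT, 48 to 157 in HTZ and 116 to 1071 in HMZ, and the HMZ and HTZ interactions gave 0 to 1 and 0 to 3. Where 1 HTZ library was left, it was assumed to vary like the other group. Log2 fold changes that changed sign ran from -0.88 to 0.10 for Ppy and -1.06 to 0.056 for Cela2a in HMZ against WT at 6 weeks. For HTZ against WT at 6 weeks they ran from -0.57 to 0.24 for Hnf1a, -0.72 to 0.40 for Ins2, -0.22 to 5.64 for Hba-a1, -0.19 to 3.10 for Cd2, -0.22 to 3.03 for Cd3d and -0.068 to 3.10 for Nkg7. For HMZ against HTZ at 6 weeks they ran from -3.69 to 0.23 for Alas2 and -5.63 to 0.23 for Hba-a1. In HMZ against WT at 40 weeks the ranges were -0.075 to 0.29 for Arx, -0.19 to 0.96 for Gcg, -0.79 to 0.0014 for Mafa and -0.34 to 1.08 for Ppy, and in HTZ against WT -0.29 to 0.78 for Hnf1a, -0.51 to 1.06 for Ins2 and -0.23 to 1.41 for Slc2a2. For WT with age they were -0.21 to 0.60 for Hnf1a, -0.31 to 2.98 for Cd79b, -0.18 to 3.12 for Cd2, -0.26 to 2.99 for Cd3d, -0.28 to 2.99 for Cd3g and -0.018 to 3.23 for Cd8a, and for HTZ with age -0.22 to 2.78 for Dnajb1.

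Other changes of direction concerned genes without a call, apart from Amy2a1, Serpini2, Cpa2, Cpb1 and Anks4b in HTZ with age. Relative to the insulin genes and Iapp, Hnf1a turned to 0.77 and 0.84 for HMZ against WT and HTZ at 6 weeks, to 0.22, -0.014 and 0.23 for HMZ against WT, HTZ against WT and HMZ against HTZ at 40 weeks, and to -0.65, -0.60 and -1.20 for WT, HTZ and HMZ with age. With acinar and immune covariates Hnf1a turned to 0.42 and -0.22 for HTZ against WT at 6 and 40 weeks and to -0.15 for HMZ with age. Quantile normalization turned Hnf1a to -0.17 and -0.070 for WT and HMZ with age, Ins2 to 0.34 for HTZ against WT at 6 weeks, and Gcg and Ppy to -0.10 and -0.38 for HMZ against WT at 40 weeks. Without WT replicates 2 and 4 of 40 weeks Hnf1a was at -0.22 for WT with age. With acinar markers as a covariate, Arx and Ppy turned to -0.066 and -0.57 for HMZ against WT at 40 weeks. For HTZ against WT at 40 weeks Hnf1a turned to -0.15, Ins2 to -0.86, Slc2a2 to -0.53, Isl1 to -0.26, Kcnj11 to -0.082, Neurod1 to -0.19 and Nkx6-1 to -0.36, and the beta cell and intestinal lists changed direction with adjusted p values of 7.91e-06 and 0.323. For HTZ with age, Hnf1a turned to -0.60, Amy2a1 to 0.44, Serpini2 to 0.23, Cpa2 to 0.79, Cpb1 to 0.10, Anks4b to -0.37, Kcnj11 to -0.57 and Nkx2-2 to -0.26, and the beta cell list changed direction (adjusted p = 0.000331).

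List tests called by camera fell to 0 with an estimated correlation in every comparison and interaction except HMZ against WT at 40 weeks (1) and HMZ with age (2), and to 0 with fry except HMZ against WT at 6 weeks (1) and HMZ with age (1), where fry turned the glycolysis list of HMZ against WT at 40 weeks the other way (adjusted p = 0.861). The fold change correlation at 40 weeks went to 0.0411 with the WT libraries split. HTZ with age could not be fitted with both covariates, since no residual degrees of freedom remained, and tests that need counts were not run on TPM.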

Other observations

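Tests of explanations and of other splits in this part were chosen after the results they bear on had been seen, while the list tests, quantile normalization and the leaving out of each library were planned. The heat shock genes Hspa1a and Hspa1b were called higher at 40 than at 6 weeks in HMZ and in HTZ islets by limma, and the values depended on single libraries of 40 weeks. In HTZ, Hspa1a was at 4.03 and 157 TPM in the 2 libraries of 40 weeks against a mean of 3.86 TPM ± 2.05 (SD, n = 2) at 6 weeks, and Hspa1b at 5.29 and 263 TPM. Their log2 fold changes of 2.60 and 3.15 went to 0.12 and 0.45 without HTZ replicate 2 of 40 weeks, with limma adjusted p values of 1, and to 2.16 and 2.55 without HTZ replicate 1 of 6 weeks (adjusted p = 0.503 and 0.297). In HMZ, Hspa1a averaged 7.89 TPM ± 6.98 (n = 4) against 2.33 TPM ± 1.39 (n = 8), and the log2 fold changes of Hspa1a and Hspa1b went from 1.24 and 1.46 to 0.78 and 0.97 without HMZ replicate 4 of 40 weeks, which were not called (adjusted p = 0.164 and 0.111). Without replicate 2, 6, 7 or 8 of 6 weeks Hspa1a stayed about as high, at 1.13, 1.20, 1.22 and 1.25, though just outside the threshold (adjusted p = 0.106, 0.0608, 0.058 and 0.0538), as did Hspa1b without replicate 2 (1.29, adjusted p = 0.0752). Quantile normalization ended these calls in both genotypes, at 0.84 and 1.03 in HMZ (adjusted p = 0.37 and 0.316) and 2.10 and 2.66 in HTZ (adjusted p = 1). Of the 14 immediate early and heat shock genes, 2 rose in HMZ with 6 adjusted over the list alone, a median of 0.74 and a camera adjusted p of 0.00846 (adjusted p = 0.639 with an estimated correlation). In HTZ, 2 rose with 2 adjusted over the list alone, a median of 0.92 and a camera adjusted p of 2.44e-05 (adjusted p = 0.984 with an estimated correlation). The endoderm factors Gata4 and Nr5a2 fell with age in HMZ, to 1.22 TPM ± 0.862 from 5.12 TPM ± 2.76 and to 1.60 TPM ± 0.622 from 5.52 TPM ± 2.10, beside the lower acinar markers of that comparison. Extracellular matrix genes had 0 of 14 called, 3 adjusted over the list alone and a median of -0.50 (camera, adjusted p = 8.86e-19; adjusted p = 0.19 with an estimated correlation).

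Genes fixed on the 40-week HMZ and WT libraries were low in both HTZ libraries at 6 weeks. Whether lower beta cell content was the whole cause is not settled, though the hormone means of that age speak against it. The mean log2(TPM + 1) of Ins1, Ins2 and Iapp was 14.53 and 14.43 in HTZ, within the WT range of 13.49 to 15.6. WT replicate 3, at 13.49, had a mean of 2.93 for the fixed genes, above 2.67 and 1.96 in HTZ. Less the hormone mean, the fixed genes stood at -11.86 and -12.48 in HTZ, below the 3 WT libraries of that age (-10.89 to -10.56, SD 0.166). Set against WT of both ages this difference alone does not decide. Replicate 1 lay below the lowest WT library of either age (-11.57) by less than the SD of all 7 (0.499). A mislabelled HMZ library remains a candidate explanation for HTZ replicate 2, whose mean of 1.96 lay inside the HMZ range of 1.52 to 2.13 although its Hnf1a of 1.96 TPM lay just above the highest HMZ library at 1.87 TPM, but not for replicate 1, whose mean of 2.67 lay above that range by more than the HMZ SD of 0.235. Lower expression after loss of 1 copy of Hnf1a stays open, because the exact one-sided permutation p of 0.1 is the smallest that 2 against 3 libraries can give. At 40 weeks the genes fixed at 6 weeks stood at 4.00 in HTZ and 3.96 in WT.

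The lower calls of HTZ against WT at 40 weeks followed WT replicates 2 and 4. Of 25 intestinal markers, 19 were higher in both of these libraries than in each of the other 21. Prap1, the marker with a mean of 377 TPM in WT, reached 842 and 665 TPM there. The 2 libraries had been singled out by the sum of the same markers, so this count is not independent of that choice. Intestinal tissue among those islets may account for these calls. Of the 47 genes called lower, 34 were higher in the same libraries than in each other library. Only 12 of the 47 were higher in both WT replicates 1 and 3 than in both HTZ libraries, fewer than predicted for loss of 1 copy of Hnf1a as the whole cause. As a changed gene can fail to separate 2 against 2 libraries, this count alone does not decide on that cause. Of the intestinal markers, 1 is also in the Hnf1a-linked list, and a smaller genotype effect on some of these genes was not tested.

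The difference in immune markers between HMZ and WT islets at 6 weeks rested on WT replicate 1. The median log2 difference of 29 immune markers was 1.73 with this library and 0.30 without it, so 1 library with few immune transcripts is a candidate explanation. WT replicate 1 also stood apart in other ways. Ribosomal proteins took 1.93% of its TPM, the lowest share, against 3.64% in the next library. On the second principal component of all libraries, with 23.5% of the variance, it was at -109, against -73.6 to 51.8 elsewhere. What set this library apart was not tested. More immune cells after loss of Hnf1a stays open, with an exact two-sided permutation p of 0.711 between 8 HMZ and 2 WT libraries (means of 6.68 and 6.40, HMZ SD 0.721). Glycam1, Ccl21a and Madcam1, genes of lymph node vessels and stroma chosen after their values were seen, reached at least 10 TPM each in 22 libraries, and were at 0.111, 7.41 and 0.219 TPM in WT replicate 1. Lymph node tissue among the islets in the other libraries could give this pattern and was not separated from immune cells within islets.

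Other splits of the same libraries tested whether the counts of called genes exceed chance. For HMZ against WT at 40 weeks only the real grouping, 1 of 35 splits, gave as many as 26 calls, and the highest other split gave 4. Chance is therefore unlikely to give that count, though a share of 0.0286 is the smallest that 35 splits can give. For HMZ with age 2 of 100 splits, the real one included, gave as many as the 245 calls. The other split called 5494 genes, far more than the real grouping. The count alone was therefore not taken to exclude chance or to separate age from other structure of the samples. At 6 weeks 7 of 100 splits gave as many as the 43 calls of HMZ against WT, the highest other giving 8350, so chance is not excluded for that count. What that highest split separates was not examined. For WT with age 6 of 35 splits gave as many as 22, with 8532 in the highest, so chance is not excluded. The HMZ interaction had 0 calls, a count that each of the 100 splits reaches by construction, so the splits test nothing there, and the highest gave 507.

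The count of genes for HTZ against WT at 6 weeks, at an unadjusted p below 0.05 and a fold of at least 1.5, was 90 here. That is lower than the value quoted from the study above. In the authors' deposited table, 297 genes passed those thresholds.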
